A study of Rattus norvegicus with 418 samples.

How the data were processed

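The deposited values were MAS5 signals on the log2 scale, scaled by the authors so that the trimmed mean of each array (2% trimmed) is 500. The MAS5 version is not given in the sources used here. Signals were returned to the linear scale and analysed as log2(signal + 16), because signals under 16 vary mostly by noise. Array medians ran from 6.52 to 7.78 (median 6.88). No further normalization was applied.

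Of 31099 probe sets (57 of them controls), 20826 had 1 gene symbol in the platform annotation, 436 had several and 9780 had none. Each of 14217 genes was represented by its probe set with the highest mean log2 signal over all arrays; 4525 genes had several probe sets. Gene identifiers were found in the reference annotation for 14167 genes, and symbols were kept as annotated. Probe sets with no symbol or several were left out because they name no single gene. No array was left out: Pearson's r between arrays of a group had a median of 0.965 and a lowest value of 0.84, and 0 arrays were identical.

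Each array came from 1 rat, so replicates are separate animals. Groups were defined by compound, dose and time, and each dosed group was compared with vehicle rats of the same compound and time. One fit per compound with 1 coefficient per group was made in limma 3.58.1 (lmFit, contrasts.fit, eBayes with trend; R 4.3.3, data.table version 1.17.8). For the isomer difference, both dichlorobenzenes entered 1 fit, and the difference of their 2 contrasts was tested. P values were adjusted by Benjamini-Hochberg per contrast, genes were called at adjusted p under 0.05, and changes of at least 2-fold were counted separately. Isomers were tested at matched doses and times. Bromobenzene was not tested against them because its doses differ. Necrosis scores were compared by exact permutation of rats, 2-sided.

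The necrosis class was tested in limma over all arrays with compound, dose and time group as a block. In training rats, blocked by compound and time and so across doses, genes were ranked by limma t for necrosis class. The classifier score was the mean log2 signal of the 25 most positive minus that of the 25 most negative. Its AUC in validation rats was given a bootstrap interval (2000 resamples) and a permutation p that shuffles class within compound and time (100000 resamples).

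The 23 gene lists were NRF2 oxidative stress targets, p53 and DNA damage targets, CAR and PXR targets, aryl hydrocarbon receptor targets, PPAR alpha and fatty acid oxidation, cholesterol biosynthesis, bile acid synthesis and transport, ER stress and ATF4 targets, heat shock, acute phase proteins, cell cycle, immediate early genes, cytokines and chemokines, urea cycle and periportal amino acid enzymes, pericentral genes, and markers of hepatocytes, macrophages, neutrophils, lymphocytes, stellate cells and matrix, sinusoidal endothelium, cholangiocytes and progenitors, and erythroid cells. Another list also holds 1 of 14 NRF2 targets, 2 of 7 aryl hydrocarbon receptor targets, 2 of 15 bile acid genes and 3 of 9 pericentral genes. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01 and with the correlation estimated, and p values were adjusted over the 23 lists of a contrast. Members were also counted with p adjusted over the list alone.

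Genes are named by a rule set before the data were examined. For each highest dose at 24 h, and for monocrotaline at 30 mg/kg, these are the 10 largest rises and 10 largest falls among called genes whose dosed rats all lie on one side of all vehicle rats, and up to 4 called members per list with the smallest adjusted p. For the isomer difference and the necrosis test they are the 10 largest positive and negative values, and for the overlap the 10 with the largest mean absolute change per direction. The text names a part of these, without locus and clone names.

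Alternatives set before the data were examined were quantile normalization, centring on the array median, only the 7108 genes with the higher mean signal, pseudocounts 1 and 64, the mean of all probe sets of a gene, all arrays in 1 fit, only the groups compared, hybridisation day as a random block (duplicateCorrelation) and as a fixed block in that fit, comparison within a day, leaving out each array, monocrotaline at 30 mg/kg in the overlap, and the estimated correlation. For necrosis they were the score as a number, a score of at least 2 against 0, blocks of compound and time, day as a second block and leaving out each compound, and for the AUC 10 or 100 genes per direction, centring on vehicle rats, and leaving out bromobenzene and monocrotaline. Chosen after seeing the data were leaving out the 8 arrays with at most 8% of probe sets under 16 and the AUC over pairs of the same compound and time or of the same compound, dose and time, and for the overlap centring on the array median, all arrays in 1 fit, only the groups compared and day as a random or fixed block.

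Methods were tested on simulated data made from these arrays with known changes added. Of 100 genes changed by 2 on the log2 scale, 79 were recovered in the bromobenzene design, 86 for galactosamine, 97 for diquat and 75 for the isomer difference, and of 100 changed by 1, 50, 44, 71 and 39. Of the genes called there, 4.4%, 6.5%, 4.5% and 8.1% had no added change, so the share passed the 5% set by the threshold for galactosamine and the isomer difference. Chance groupings were formed by exchanging rats between dosed and vehicle groups. Figures were drawn with matplotlib 3.10.9 (Python 3.11.15). Raw intensity files were not used here, so background correction and detection calls were not analysed here.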

Results

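Liver gene expression was measured after a single dose of 1 of 8 liver toxicants or of vehicle, on 1 array per rat from the left lateral lobe of male F344/N rats. The compounds were 1,2-dichlorobenzene (46 arrays), 1,4-dichlorobenzene (48), bromobenzene (48), monocrotaline (44), N-nitrosomorpholine (48), thioacetamide (46), galactosamine (48) and diquat dibromide (90). The arrays came from 318 dosed and 100 vehicle rats, in 98 groups defined by compound, dose and time (6, 24 or 48 h). Most groups held 4 rats. Diquat groups held 6, the thioacetamide vehicle group at 6 h held 2, and 1,2-dichlorobenzene at 1500 mg/kg and 48 h held 2. A necrosis score was labelled for every rat, with 261 rats at 0, 84 at 1, 30 at 2, 14 at 3 and 29 at 4, and a score of at least 1 defined the necrotic class. The labels divided the arrays into 214 for training and 204 for validation of a classifier, with bromobenzene and monocrotaline in the validation set only. The labels gave 39 hybridisation days. The share of probe sets with a signal under 16 was 4.2 to 18.3% per array (median 14.9%), and the number of arrays per group limits the precision of every value. Values below are log2 changes against vehicle rats of the same compound and time, with the standard error (SE) after ±, and "rose" or "fell" is used for genes with an adjusted p under 0.05 in limma.

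At the highest dose, each compound changed a large part of the 14217 genes tested. At 24 h the number called ran from 1600 for monocrotaline at 50 mg/kg to 7536 for thioacetamide. Centring arrays on their median moved the median of all genes by more than 0.1 on the log2 scale in several of these contrasts, for example from 0.17 to -0.08 for bromobenzene at 24 h and from 0.10 to -0.11 for galactosamine at 24 h. The balance of rising and falling genes therefore depended on the scaling and is given for both scalings wherever it differed by more than 10 percentage points.

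**Figure D1:**
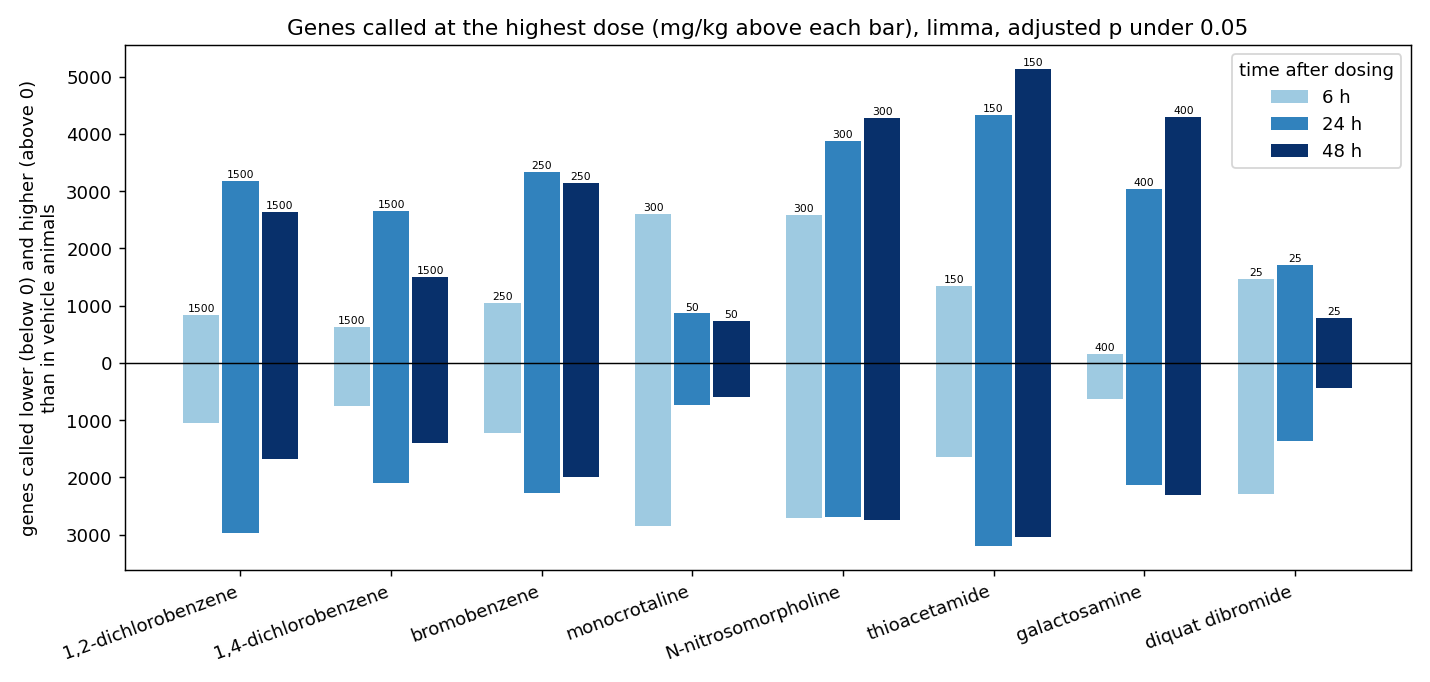
Number of genes called higher (above 0) or lower (below 0) than vehicle (y axis, genes) for each compound (x axis) at its highest dose at 6, 24 and 48 h (colour), with the dose in mg/kg above each bar. Counts at 24 h run from 1600 for monocrotaline at 50 mg/kg to 7536 for thioacetamide at 150 mg/kg; monocrotaline at 30 mg/kg (6205 genes) is not drawn.

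At 24 h after 1500 mg/kg of 1,2-dichlorobenzene (4 dosed and 4 vehicle rats), single stress genes rose and Scd and Cyp7a1 fell, while no gene list passed with an estimated correlation (lowest adjusted p = 0.0562). Hmox1, which breaks down heme, rose by 5.58 ± 0.41, Srxn1, which repairs oxidised peroxiredoxins, by 5.50 ± 0.39, and Gpx2, a glutathione peroxidase, by 6.53 ± 0.52. Zfand2a, a stress-induced zinc finger gene, rose by 6.66 ± 0.54. Scd, which makes monounsaturated fatty acids, fell by 7.86 ± 0.50, and Cyp7a1, the rate-limiting enzyme of bile acid synthesis, fell by 7.55 ± 0.46.

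Among the measured NRF2 oxidative stress targets, 13 of 14 rose with 1,2-dichlorobenzene at 24 h and 1 fell (13 and 1 adjusted over the list alone), with Txnrd1 at 3.13 ± 0.17 and Nqo1 at 3.28 ± 0.19. The camera adjusted p was 1.15e-13, and adjusted p = 0.0562 with an estimated correlation. All 9 heat shock genes rose (9 adjusted over the list alone), among them Hspb1 (3.13 ± 0.48) and the co-chaperone Bag3 (2.57 ± 0.26), with adjusted p = 0.000632 and adjusted p = 0.142 with an estimated correlation. Of 12 immediate early genes, 11 rose (11 adjusted over the list alone), with Atf3 at 5.88 ± 0.96 and Fosl1 at 5.89 ± 0.53 (adjusted p = 0.000363, and adjusted p = 0.233 with an estimated correlation). The p53 target Mdm2 rose by 2.17 ± 0.18, and 8 of 13 p53 targets rose while 2 fell (8 and 2 adjusted over the list alone; adjusted p = 0.0104, and adjusted p = 0.252 with an estimated correlation). Of 11 targets of the xenobiotic receptors CAR and PXR, 8 rose and 1 fell (8 and 1 adjusted over the list alone), with the transporter Abcc3 at 3.47 ± 0.40 and the reductase Por at 2.39 ± 0.21 (adjusted p = 0.00281, and adjusted p = 0.14 with an estimated correlation).

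Lipid and bile acid genes were among those that fell with 1,2-dichlorobenzene. Of 14 cholesterol synthesis genes, 13 fell (13 adjusted over the list alone), with Fdft1 at -3.10 ± 0.23 (adjusted p = 1.96e-09, and adjusted p = 0.14 with an estimated correlation). Of 15 bile acid synthesis and transport genes, 13 fell and 1 rose (13 and 1 adjusted over the list alone), with the uptake transporter Slc10a1 at -2.34 ± 0.13 (adjusted p = 1.99e-11, and adjusted p = 0.067 with an estimated correlation). The fatty acid desaturase Fads1 fell by 5.82 ± 0.26, and the glycolytic enzyme Pklr stood at -5.01 ± 0.19 and the calcium-binding protein Rgn at -4.53 ± 0.25. Of the 9 pericentral genes 7 fell (7 adjusted over the list alone; adjusted p = 0.000218, and adjusted p = 0.067 with an estimated correlation), and 6 of 11 hepatocyte markers fell (7 adjusted over the list alone; adjusted p = 0.00281, and adjusted p = 0.416 with an estimated correlation). Among markers of other cell types, 6 of 12 stellate cell and matrix genes fell and 3 rose (adjusted p = 0.143), and Col3a1 fell by 3.00 ± 0.24. The neutrophil marker S100a8 stood at 2.44 ± 0.80 (adjusted p = 0.0115), and without 1 dosed rat (replicate 2) it stood at 0.81 with adjusted p = 0.265; with only the 2 groups in the fit its adjusted p was 0.163.

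The counts for 1,2-dichlorobenzene at 6, 24 and 48 h were 1885 (839 up, 1046 down), 6149 (3176 up, 2973 down) and 4322 (2642 up, 1680 down; 2 dosed rats). Hybridisation day was a fixed block only in a fit of all arrays together. That fit called 1940, 6278 and 4423 genes without day and 2040, 6345 and 3510 with it. The arrays of the 6 h contrast, like those of the 24 h contrast, shared 1 day. With arrays centred on their median, the 6 h contrast had 538 up and 1260 down. Mean necrosis scores were 0.5, 1.5 and 3.5 at the 3 times.

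At 24 h after 1500 mg/kg of 1,4-dichlorobenzene (4 dosed and 4 vehicle rats), NRF2 targets and xenobiotic metabolism genes rose together. Gsta3, a glutathione transferase, rose by 5.19 ± 0.45, Akr7a3, an aldo-keto reductase, by 4.54 ± 0.23, and Gclm, a subunit of the enzyme that starts glutathione synthesis, by 3.12 ± 0.14. Gpx2 rose by 5.20 ± 0.43 and Hmox1 by 5.05 ± 0.35. The lipid genes Pnpla3, Scd and Fasn fell by 7.07 ± 0.61, 6.97 ± 0.45 and 4.00 ± 0.27. Nrep fell by 5.00 ± 0.41 and the amino acid enzyme Oat by 3.51 ± 0.18.

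Of 14 NRF2 targets, 13 rose with 1,4-dichlorobenzene at 24 h and 1 fell (13 and 1 adjusted over the list alone), with adjusted p = 3.82e-30 and adjusted p = 0.000445 with an estimated correlation; Txnrd1 stood at 2.81 ± 0.13. Of 11 CAR and PXR targets, 9 rose and 1 fell (10 and 1 adjusted over the list alone; adjusted p = 1.71e-08, and adjusted p = 0.0181 with an estimated correlation), with Abcc3 at 4.86 ± 0.36, Por at 2.44 ± 0.21 and the epoxide hydrolase Ephx1 at 1.94 ± 0.15. All 9 heat shock genes rose (9 adjusted over the list alone; adjusted p = 2.12e-08, and adjusted p = 0.0181 with an estimated correlation), with Hspb8 at 2.04 ± 0.14. Of 14 cholesterol synthesis genes, 13 fell and 1 rose (13 and 1 adjusted over the list alone; adjusted p = 1.77e-09, and adjusted p = 0.0903 with an estimated correlation), and their regulator Insig1 stood at -2.56 ± 0.25. Of 15 bile acid genes, 11 fell and 1 rose (11 and 1 adjusted over the list alone; adjusted p = 1.03e-05, and adjusted p = 0.0827 with an estimated correlation), with Cyp7a1 at -3.21 ± 0.47. Of 7 aryl hydrocarbon receptor targets, 2 rose and 1 fell (2 and 1 adjusted over the list alone; adjusted p = 0.496); Cyp1a1, the best known of them, stood at 1.99 ± 0.56. Of 16 ER stress and ATF4 targets, 6 rose and 3 fell (6 and 3 adjusted over the list alone; adjusted p = 0.139), with the asparagine synthetase gene Asns at 2.45 ± 0.27, and the serine synthesis gene Phgdh rose by 4.90 ± 0.47. Among markers of other cell types, 8 of 12 stellate cell and matrix genes fell (8 adjusted over the list alone; adjusted p = 0.00102, and adjusted p = 0.0543 with an estimated correlation), and no neutrophil marker of 8 was called in limma at adjusted p under 0.05.

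The counts for 1,4-dichlorobenzene at 6, 24 and 48 h were 1389 (633 up, 756 down), 4745 (2651 up, 2094 down) and 2908 (1505 up, 1403 down). In the fit of all arrays they were 470, 3789 and 1719, and with hybridisation day as a block in that fit 22, 1962 and 358. The changes of the called genes with the block had a median ratio of 0.97, 0.98 and 0.98 to those without it, and their median SE went from 0.14 through 0.20 in the fit of all arrays to 0.31 with day, from 0.13 through 0.18 to 0.27 and from 0.12 through 0.17 to 0.28; no day held enough arrays of both groups for a value within days. The replication gene Mcm7, at 0.92 ± 0.13 without the block, stood at 0.62 with adjusted p = 0.219 with it. With arrays centred on their median, the 6 h contrast had 2125 up and 294 down, and without the arrays with few dim probe sets (an alternative chosen after seeing the data) 555 genes were called at 6 h. Leaving out vehicle replicate 1 or dosed replicate 4 at 6 h gave 870 and 888 genes.

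The 2 dichlorobenzenes differ only in the position of the second chlorine atom and were given at the same doses and times, which allowed a direct test of the difference. At 6 h several stress genes stood higher with the 1,2-isomer. The difference (1,2- minus 1,4-, each against its own vehicle) was 4.83 ± 1.13 for the stress transcription factor Atf3, 4.27 ± 0.70 for Zfand2a, 4.34 ± 1.00 for Maff, 3.48 ± 0.77 for Egr1 and 3.10 ± 0.68 for Gdf15, and -3.17 ± 0.69 for Cyp7a1. Hmox1 rose by 5.17 ± 0.41 with the 1,2-isomer and by 2.36 ± 0.35 with the 1,4-isomer (difference 2.82 ± 0.56, adjusted p = 0.000568). As lists, 6 of 14 NRF2 targets were higher with the 1,2-isomer at 6 h (adjusted p = 3.75e-08, and adjusted p = 0.0705 with an estimated correlation), as were 6 of 12 immediate early genes (6.53e-06 and 0.215), 5 of 16 ER stress and ATF4 targets (0.0142 and 0.347) and 1 of 9 heat shock genes (0.0635 and 0.472), so none of the 4 passed with an estimated correlation. At 24 h, Hmox1 no longer differed detectably, with a difference of 0.53 and a 95% interval of -0.58 to 1.64 (adjusted p = 0.572). The same held at 24 h for Txnrd1 (0.32, interval -0.11 to 0.75, adjusted p = 0.335), Gpx2 (1.33, interval -0.05 to 2.70, adjusted p = 0.178), Por (-0.05, interval -0.66 to 0.56, adjusted p = 0.94), Hspb1 (-0.17, interval -1.48 to 1.13, adjusted p = 0.897) and Scd (-0.89, interval -2.27 to 0.49, adjusted p = 0.413), so sizeable differences are not ruled out.

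At 24 h the AP-1 gene Fosl1 was higher with the 1,2-isomer by 4.15 ± 0.72, the adhesion gene Pvr by 3.97 ± 0.61, Atf3 by 3.93 ± 1.13, Hspa1a by 3.68 ± 1.12 and Gadd45b by 3.58 ± 0.82. The steroid hydroxylase Cyp2c12 rose by 3.61 with the 1,4-isomer and fell by 2.45 with the 1,2-isomer (difference -6.06 ± 0.61). The difference was -4.64 ± 0.32 for Fads1, -4.34 ± 0.69 for Cyp7a1, -3.89 ± 0.64 for the bile acid sensor target Nr0b2, -3.19 ± 0.69 for Gstm3 and -3.18 ± 0.39 for Nr1i3, which encodes CAR. Of 12 immediate early genes, 9 were higher with the 1,2-isomer (adjusted p = 2.91e-05, and adjusted p = 0.276 with an estimated correlation).

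At 48 h 2 rats given 1500 mg/kg of the 1,2-isomer were measured. Hmox1 was 4.53 ± 0.50 above vehicle in them and stood at 0.68 ± 0.35 (adjusted p = 0.183) with the 1,4-isomer (difference 3.85 ± 0.62). The difference was 5.58 ± 0.92 for the fatty acid binding gene Fabp4, 5.53 ± 1.26 for Hspa1a, 5.21 ± 0.70 for the aldo-keto reductase Akr1b8 and 4.10 ± 1.10 for Spp1, and it was -5.63 ± 0.31 for Gstp3, -5.01 ± 0.77 for Cyp7a1, -4.74 ± 0.43 for the transporter Slco1a4, -4.35 ± 0.32 for Car3 and -3.94 ± 0.77 for Scd. Bile acid genes were lower with the 1,2-isomer in 12 of 15 cases (adjusted p = 6.4e-18, and adjusted p = 0.00506 with an estimated correlation), as were 11 of 16 PPAR alpha and fatty acid oxidation genes, with 2 higher (adjusted p = 6.06e-07, and adjusted p = 0.0381 with an estimated correlation), 6 of 9 pericentral genes (adjusted p = 5.77e-06, and adjusted p = 0.0246 with an estimated correlation) and 4 of 11 hepatocyte markers (adjusted p = 7.88e-06, and adjusted p = 0.2 with an estimated correlation). Mean necrosis scores were 0.5 and 0 at 6 h (exact permutation p = 0.429), 1.5 and 1 at 24 h (exact p = 1) and 3.5 and 0 at 48 h (exact p = 0.0667, the smallest that 2 against 4 rats allow; all 2-sided).

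The isomer difference was called for 820 genes at 6 h (396 higher and 424 lower with the 1,2-isomer), 3020 at 24 h (1183 and 1837) and 2865 at 48 h (1634 and 1231). At 150 mg/kg it was called for 1308, 2164 and 127 genes at the 3 times, and at 15 mg/kg for 20, 0 and 0 in limma (755 and 530 at an unadjusted p under 0.05 for the latter). The isomers were hybridised on different days, and the fit of all arrays called 462, 2413 and 2194 genes at 1500 mg/kg without day and 17, 1128 and 773 with it, with changes at a median ratio of 0.94, 0.98 and 1.03. The median SE went from 0.25 through 0.30 in the fit of all arrays to 0.38 with day, from 0.21 through 0.26 to 0.33 and from 0.23 through 0.28 to 0.41. Among the named differences, Maff, Zfand2a, Egr1, Gdf15 and Cyp7a1 at 6 h, Atf3 and Hspa1a at 24 h, and Spp1 and Scd at 48 h then missed the threshold (adjusted p 0.0657 to 0.525). Centring arrays on their median gave 222 higher and 2094 lower at 6 h, 626 and 2400 at 24 h and 925 and 1338 at 48 h.

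**Figure D2:**
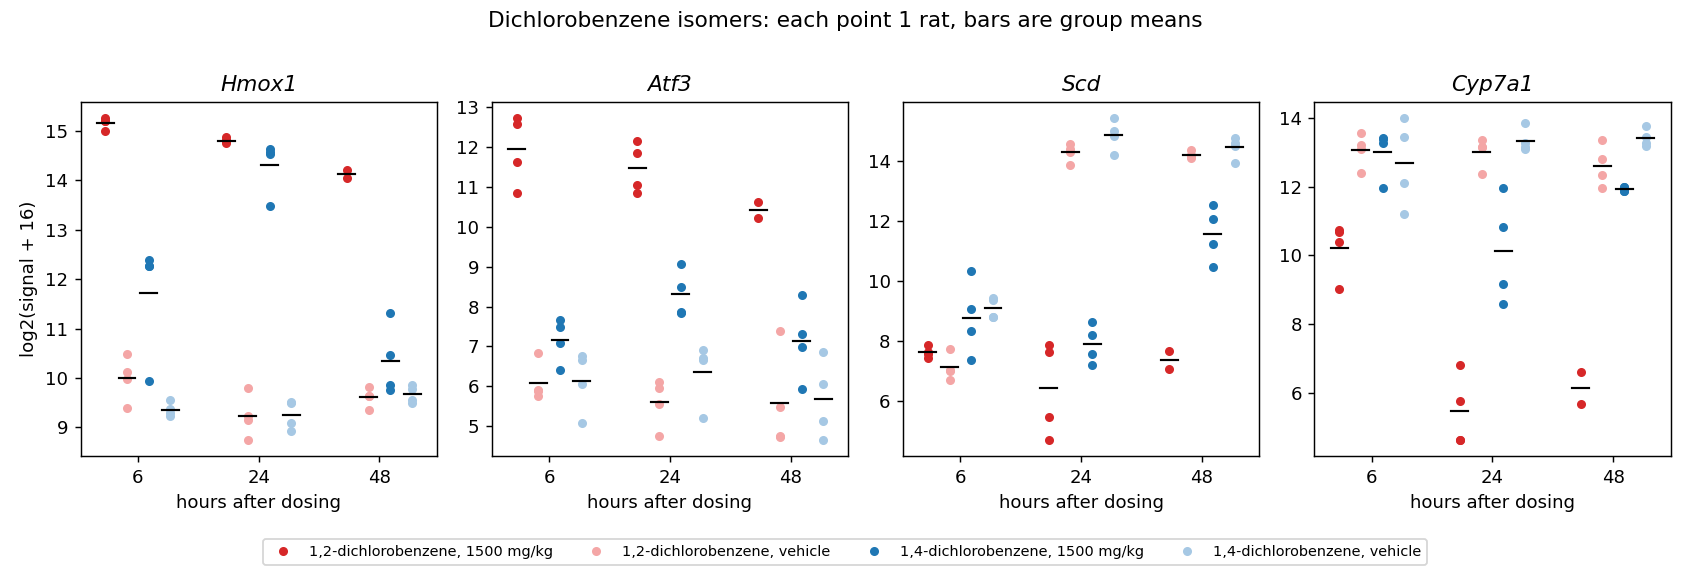
Values as log2(signal + 16) (y axis) of Hmox1, Atf3, Scd and Cyp7a1 in single vehicle rats and rats given 1500 mg/kg of 1,2- or 1,4-dichlorobenzene at 6, 24 and 48 h (x axis); each point is 1 rat and bars are group means. Hmox1 was 4.53 above vehicle at 48 h with the 1,2-isomer and 0.68 above it with the 1,4-isomer.

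At 24 h after 250 mg/kg of bromobenzene (4 dosed and 4 vehicle rats, all dosed rats with a necrosis score of 4), chemokines, neutrophil markers and stress genes rose and bile acid genes fell. The monocyte attractants Ccl2 and Ccl7 rose by 7.88 ± 0.54 and 7.64 ± 0.52, the neutrophil attractant Cxcl2 by 7.21 ± 0.55, and the neutrophil protein gene S100a9 by 6.27 ± 0.44. Hspa1a rose by 7.02 ± 0.41, Gpx2 by 7.11 ± 0.43 and A2m, an acute phase protein of the rat, by 6.82 ± 0.35. Slco1b2 and Slc10a1, which take up organic anions and bile acids, fell by 5.14 ± 0.19 and 3.98 ± 0.14, and Rgn fell by 5.75 ± 0.19.

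Of 14 cytokines and chemokines, 11 rose with bromobenzene and 2 fell (11 and 2 adjusted over the list alone; adjusted p = 4.92e-06, and adjusted p = 0.0266 with an estimated correlation). Of 8 neutrophil markers, 6 rose (7 adjusted over the list alone; adjusted p = 3.73e-05, and adjusted p = 0.00344 with an estimated correlation), with Itgam, shared by neutrophils and macrophages, at 3.57 ± 0.35. Of 12 macrophage markers, 5 rose and 2 fell (5 and 2 adjusted over the list alone; adjusted p = 0.0306, and adjusted p = 0.289 with an estimated correlation), with Gpnmb at 5.08 ± 0.35 and Lgals3 at 3.17 ± 0.20; the list's median of 0.23 became -0.02 with arrays centred on their median. Of 14 NRF2 targets, 12 rose and 1 fell (12 and 1 adjusted over the list alone; adjusted p = 6.44e-14, and adjusted p = 0.00223 with an estimated correlation), with Nqo1 at 2.55 ± 0.19. Heat shock genes rose in 8 of 9 cases (8 adjusted over the list alone) and immediate early genes in 11 of 12 (11 adjusted over the list alone), with Atf3 at 5.45 ± 0.49 and Fosl1 at 5.73 ± 0.45. Their adjusted p values were 2.04e-08 and 5.73e-07, and both lists had adjusted p = 0.00491 with an estimated correlation. Of 15 bile acid genes, 14 fell (14 adjusted over the list alone; adjusted p = 7.3e-39, and adjusted p = 5.71e-05 with an estimated correlation). Of 9 pericentral genes 7 fell (8 adjusted over the list alone; adjusted p = 3.38e-10, and adjusted p = 0.00331 with an estimated correlation), with Cyp1a2 at -3.44 ± 0.17. Of 16 PPAR alpha and fatty acid oxidation genes, 12 fell (13 adjusted over the list alone; adjusted p = 4.97e-07, and adjusted p = 0.0125 with an estimated correlation), with Ehhadh at -4.21 ± 0.16 and Acadm at -1.32 ± 0.10.

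Acute phase proteins rose in 7 of 15 cases and fell in 3 with bromobenzene (8 and 3 adjusted over the list alone; adjusted p = 0.108), with Lcn2 at 6.05 ± 0.54. Spp1, a matrix and immune signalling protein, rose by 6.57 ± 0.55 and the protease inhibitor Timp1 by 4.51 ± 0.34, while the sinusoidal endothelial gene Stab2 fell by 2.65 ± 0.35. The counts at 6, 24 and 48 h were 2272 (1045 up, 1227 down), 5617 (3340 up, 2277 down) and 5126 (3139 up, 1987 down). In the fit of all arrays 6559 and 6050 were called at 24 and 48 h, and 6165 and 4720 with day in it, and the 6 h contrast could not be estimated; within a day, 4811 genes were called at 24 h (2 dosed and 4 vehicle rats). With arrays centred on their median the split was 1287 up and 667 down at 6 h and 2213 up and 3087 down at 24 h, and a fit of only the 2 groups called 1277 genes at 6 h.

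Monocrotaline, a plant alkaloid, raised p53 targets at both doses named at 24 h. In the 4 rats labelled 30 mg/kg (4 vehicle rats), the cell cycle inhibitor Cdkn1a rose by 3.63 ± 0.23, Ccng1 by 3.59 ± 0.18 and Mdm2 by 2.57 ± 0.17. In the 4 rats labelled 50 mg/kg, Cdkn1a rose by 2.97 ± 0.23, Ccng1 by 2.41 ± 0.18, the DNA repair gene Mgmt by 2.43 ± 0.16 and the death receptor Fas by 2.03 ± 0.20. Of 13 p53 targets, 12 rose at each dose (12 adjusted over the list alone at each), with adjusted p = 6.99e-10 at 30 mg/kg and 5.53e-40 at 50 mg/kg, and adjusted p = 0.0133 and 1.51e-05 with an estimated correlation.

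S100a9, Spp1, Ccl2 and Hmox1 stood higher in the group labelled 30 mg/kg than at 50 mg/kg. S100a9 changed by 7.43 ± 0.34 and 0.15 ± 0.34 (difference 7.28 ± 0.34), Spp1 by 7.55 ± 0.47 and -0.21 ± 0.47 (difference 7.76 ± 0.47), Ccl2 by 7.07 ± 0.48 and 1.17 ± 0.48 (difference 5.90 ± 0.48) and Hmox1 by 3.04 ± 0.18 and -0.48 ± 0.18 (difference 3.52 ± 0.18). At 30 mg/kg S100a8 rose by 7.09 ± 0.38, Atf3 by 5.56 ± 0.44 and the metallothionein Mt2A by 6.02 ± 0.43. All 8 neutrophil markers rose there (8 adjusted over the list alone; adjusted p = 2.59e-06, and adjusted p = 0.0133 with an estimated correlation), and 11 of 14 cytokines and chemokines rose with 2 falling (11 and 2 adjusted over the list alone; adjusted p = 2.41e-05, and adjusted p = 0.0151 with an estimated correlation). At 50 mg/kg, limma called 0 of the 8 neutrophil markers and 0 of the 14 cytokines and chemokines. The difference between the groups was called for 5797 genes, 3371 higher and 2426 lower at 30 mg/kg. Necrosis scores were 4 in all rats labelled 30 mg/kg and 0 or 1 in those labelled 50 mg/kg (exact 2-sided permutation p = 0.0286, the smallest that 4 against 4 rats allow).

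Scd and Fasn fell in both monocrotaline groups. At 30 mg/kg, Scd fell by 6.83 ± 0.49, Fasn by 5.13 ± 0.31, Fdps by 3.38 ± 0.14, Cyp7a1 by 5.26 ± 0.35 and Cyp8b1, a sterol hydroxylase, by 3.43 ± 0.17. Cholesterol synthesis genes fell in 13 of 14 cases (13 adjusted over the list alone; adjusted p = 7.69e-19, and adjusted p = 0.0151 with an estimated correlation) and bile acid genes in 14 of 15 (14 adjusted over the list alone, with 1 up; adjusted p = 2.27e-27, and adjusted p = 0.000225 with an estimated correlation). At 50 mg/kg, 8 of 14 cholesterol synthesis genes fell (9 adjusted over the list alone; adjusted p = 1.44e-09, and adjusted p = 0.101 with an estimated correlation), with Fasn at -2.76 ± 0.31 and Scd at -2.84 ± 0.49, which became -2.55 with adjusted p = 0.34 with hybridisation day as a block. Pericentral genes fell in 8 of 9 cases at 30 mg/kg (9 adjusted over the list alone) and 4 of 9 at 50 mg/kg (6 adjusted over the list alone), with adjusted p = 1.84e-06 and 6.88e-12, and adjusted p = 0.00646 and 0.000876 with an estimated correlation, and Cyp1a2 stood at -1.54 ± 0.16 at 50 mg/kg. Among sinusoidal endothelial markers at 30 mg/kg, 4 of 9 fell and 2 rose (4 and 2 adjusted over the list alone; adjusted p = 0.0841), with Stab2 at -2.50 ± 0.25 and Kdr at -1.74 ± 0.10.

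In the group labelled 50 mg/kg Adam8 rose by 4.59 ± 0.53, Gstm3 by 4.29 ± 0.42, Hamp, the iron hormone hepcidin, by 3.26 ± 0.49 and Akr7a3 by 2.76 ± 0.24, while Stac3 fell by 4.22 ± 0.46 and Oat by 3.15 ± 0.18. Hepatocyte markers at 50 mg/kg had a median of -0.27 (1 of 11 fell, 6 fell and 1 rose adjusted over the list alone; adjusted p = 0.045, and adjusted p = 0.417 with an estimated correlation), which became 0.02 after quantile normalization, with the direction of the test turned as well. The counts were 5452 at 300 mg/kg and 6 h (2595 up, 2857 down), 6205 at 30 mg/kg and 24 h (3670 up, 2535 down), 1600 at 50 mg/kg and 24 h (863 up, 737 down) and 1321 at 50 mg/kg and 48 h (727 up, 594 down). The fit of all arrays called 5922 genes at 30 mg/kg and 958 and 628 at 50 mg/kg at 24 and 48 h, and with day in it 5999, 362 and 679. For 50 mg/kg the changes with day had a median ratio of 0.92 and 1.00, and the median SE went from 0.13 through 0.17 in the fit of all arrays to 0.23 with day at 24 h, and from 0.13 through 0.18 to 0.18 at 48 h; the 6 h contrast could not be estimated. All arrays of the 30 mg/kg contrast at 24 h, like those of the 50 mg/kg contrast at 48 h, shared 1 day. With arrays centred on their median the 50 mg/kg contrast at 24 h had 1348 up and 426 down, and without dosed replicate 2 the 48 h contrast had 845 genes.

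N-nitrosomorpholine, a DNA-alkylating nitrosamine, raised every measured p53 target at 300 mg/kg and 24 h (4 dosed and 4 vehicle rats). Cdkn1a rose by 4.20 ± 0.22, Ccng1 by 3.59 ± 0.15, Mdm2 by 3.08 ± 0.17 and Phlda3 by 3.13 ± 0.17, and all 13 of the list rose (13 adjusted over the list alone; adjusted p = 9.8e-15, and adjusted p = 0.00364 with an estimated correlation). Pln, a regulator of the calcium pump, rose by 7.13 ± 0.32, Ccl2 by 6.61 ± 0.61, Atf3 by 5.51 ± 0.43 and the interferon-induced chemokine Cxcl10 by 4.19 ± 0.23. Cyp7a1 fell by 6.61 ± 0.36, and Scd and Fasn stood at -5.96 ± 0.41 and -4.86 ± 0.23.

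All 14 cholesterol synthesis genes fell with N-nitrosomorpholine (14 adjusted over the list alone; adjusted p = 2.38e-22, and adjusted p = 0.00801 with an estimated correlation), with Dhcr7 at -3.04 ± 0.15. Bile acid genes fell in 14 of 15 cases (14 adjusted over the list alone; adjusted p = 2.51e-19, and adjusted p = 0.00346 with an estimated correlation), with Cyp8b1 at -3.86 ± 0.21 and Slc10a1 at -3.01 ± 0.14. Of 9 pericentral genes, 8 fell (8 adjusted over the list alone; adjusted p = 6.93e-10, and adjusted p = 0.000893 with an estimated correlation), with Cyp1a2 at -3.09 ± 0.14. All 9 heat shock genes rose (9 adjusted over the list alone; adjusted p = 1.46e-05, and adjusted p = 0.0163 with an estimated correlation), and 12 of 14 cytokines and chemokines rose (12 adjusted over the list alone; adjusted p = 2.77e-07, and adjusted p = 0.0198 with an estimated correlation). Of 26 cell cycle genes, 14 rose and 1 fell (14 and 1 adjusted over the list alone; adjusted p = 0.0421, and adjusted p = 0.241 with an estimated correlation), with Pcna at 1.90 ± 0.13. NRF2 targets split, with 6 of 14 up and 3 down (6 and 3 adjusted over the list alone; adjusted p = 0.438) and Hmox1 at 2.09 ± 0.25. Among other cell types, 7 of 8 neutrophil markers rose (7 adjusted over the list alone; adjusted p = 0.0612), with S100a9 at 4.73 ± 0.69, and 6 of 12 macrophage markers rose and 2 fell (8 and 2 adjusted over the list alone; adjusted p = 0.0297, and adjusted p = 0.45 with an estimated correlation), with Gpnmb at 3.57 ± 0.26. The endothelial gene Stab1 fell by 1.47 ± 0.16.

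The counts for N-nitrosomorpholine at 6, 24 and 48 h were 5301 (2589 up, 2712 down), 6562 (3869 up, 2693 down) and 7024 (4274 up, 2750 down), and mean necrosis scores were 1, 2 and 4. The counts in the fit of all arrays were 4303, 5818 and 6417 without day and 2649, 3785 and 6497 with it, with changes at a median ratio of 1.00, 0.98 and 1.00. The median SE went from 0.14 through 0.18 in the fit of all arrays to 0.28 with day, from 0.15 through 0.19 to 0.30 and from 0.15 through 0.20 to 0.20, and all arrays at 48 h shared 1 day.

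Thioacetamide at 150 mg/kg and 24 h (4 dosed and 4 vehicle rats, all dosed rats with a necrosis score of 4) raised Fos, Atf3 and Myc and lowered Cyp7a1 and Scd, while bile acid genes were the only list that passed with an estimated correlation (adjusted p = 0.0473). The transcription factors Fos, Atf3 and Myc rose by 6.44 ± 0.45, 6.27 ± 0.42 and 4.33 ± 0.24. Mcm2, which licenses replication origins, and the proliferation marker Mki67 rose by 2.58 ± 0.25 and 2.58 ± 0.32. Cyp7a1 fell by 7.59 ± 0.30, Scd by 7.67 ± 0.54, Pklr by 5.73 ± 0.31, Igfals by 5.21 ± 0.35 and the hepatocyte transcription factor Hnf4a by 1.64 ± 0.18.

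Of 26 cell cycle genes, 23 rose with thioacetamide (23 adjusted over the list alone; adjusted p = 0.000161, and adjusted p = 0.115 with an estimated correlation), with Pcna at 2.22 ± 0.12 and Ccnd1 at 2.56 ± 0.32. All 12 immediate early genes rose (12 adjusted over the list alone; adjusted p = 2.49e-10, and adjusted p = 0.0539 with an estimated correlation), and 12 of 14 cytokines and chemokines rose with 1 falling (13 and 1 adjusted over the list alone; adjusted p = 1.03e-07, and adjusted p = 0.0539 with an estimated correlation), with Ccl7 at 7.20 ± 0.39 and Ccl2 at 6.89 ± 0.38. Of 13 p53 targets, 11 rose and 1 fell (11 and 1 adjusted over the list alone; adjusted p = 5.36e-06, and adjusted p = 0.0539 with an estimated correlation), with Ccng1 at 2.68 ± 0.14. Bile acid genes fell in 14 of 15 cases and rose in 1 (14 and 1 adjusted over the list alone; adjusted p = 1.12e-14, and adjusted p = 0.0473 with an estimated correlation), with Cyp8b1 at -4.77 ± 0.19 and Baat, which conjugates bile acids, at -4.48 ± 0.22. Of 11 hepatocyte markers 10 fell (10 adjusted over the list alone; adjusted p = 0.00015, and adjusted p = 0.115 with an estimated correlation). Of 12 urea cycle and periportal amino acid enzymes, 8 fell and 2 rose (8 and 2 adjusted over the list alone; adjusted p = 0.00266, and adjusted p = 0.145 with an estimated correlation). Cpt1a, which admits fatty acids to mitochondria, fell by 2.47 ± 0.16.

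Of 12 macrophage markers, 9 rose with thioacetamide and 1 fell (9 and 1 adjusted over the list alone; adjusted p = 0.00015, and adjusted p = 0.145 with an estimated correlation), with Gpnmb at 4.80 ± 0.30 and Lgals3 at 4.68 ± 0.30. Of 12 stellate cell and matrix genes, 8 rose and 1 fell (8 and 1 adjusted over the list alone; adjusted p = 0.00812, and adjusted p = 0.177 with an estimated correlation), with Acta2 at 2.65 ± 0.22 and Timp1 at 4.95 ± 0.28. Sinusoidal endothelial markers rose in 6 of 9 cases and fell in 1 (7 and 1 adjusted over the list alone; adjusted p = 0.0113, and adjusted p = 0.219 with an estimated correlation), and Hmox1 stood at 3.71 ± 0.17. Acute phase proteins fell in 9 of 15 cases and rose in 2 (9 and 2 adjusted over the list alone; adjusted p = 0.025, and adjusted p = 0.318 with an estimated correlation), with a median of -0.39 that became 0.15 after quantile normalization. The counts at 6, 24 and 48 h were 2992 (1341 up, 1651 down; 2 vehicle rats), 7536 (4338 up, 3198 down) and 8174 (5130 up, 3044 down). In the fit of all arrays they were 6802 at 24 h and 7486 at 48 h, and with day in it 5191 and 5965, the 6 h contrast could not be estimated, and no day held enough rats of both groups; leaving out vehicle replicate 1 gave 1837 genes at 6 h.

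Galactosamine, an amino sugar, at 400 mg/kg and 24 h (4 dosed and 4 vehicle rats) raised single matrix, cell cycle and macrophage genes and lowered single liver enzyme genes, while no gene list passed with an estimated correlation. Ccl11, an eosinophil attractant, rose by 5.57 ± 0.96, Spp1 by 5.19 ± 0.81, the matrix gene Postn by 3.99 ± 0.56 and Vim, a mesenchymal filament gene, by 2.73 ± 0.48. Cyp7a1 fell by 5.40 ± 0.87, Tat, an amino acid enzyme, by 4.41 ± 0.68, the glycogen synthase Gys2 by 3.62 ± 0.55 and Hnf4a by 2.92 ± 0.51. These calls used the spread over all galactosamine groups: with only the 2 groups in the fit, limma called 0 genes (5358 at an unadjusted p under 0.05), and all 22 genes named here had adjusted p between 0.0585 and 0.0766. One dosed rat, replicate 2, had a necrosis score of 0 against 3, 3 and 2 in the others, and its values lay near those of vehicle rats, with Cyp7a1 at 13.58 against 6.77 in the nearest other dosed rat and Spp1 at 7.35 against 13.05.

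**Figure D3:**
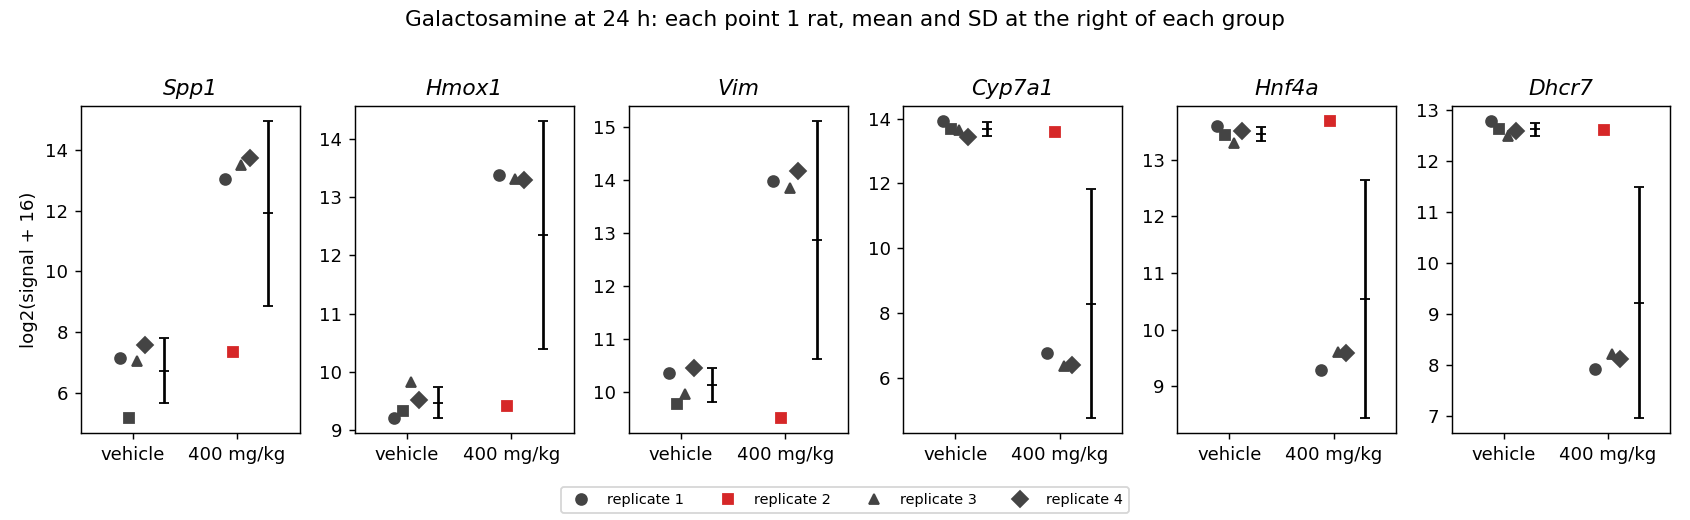
Values as log2(signal + 16) (y axis) of Spp1, Hmox1, Vim, Cyp7a1, Hnf4a and Dhcr7 in the 4 vehicle rats and the 4 rats given 400 mg/kg galactosamine at 24 h (x axis); each point is 1 rat, with mean and SD beside each group. Dosed replicate 2 lies with the vehicle rats, at 13.58 for Cyp7a1.

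Of 12 stellate cell and matrix genes, 11 rose with galactosamine (11 adjusted over the list alone; adjusted p = 0.000258), with Acta2 at 1.71 ± 0.35 and Timp1 at 3.00 ± 0.63. Of 26 cell cycle genes, 20 rose (20 adjusted over the list alone; adjusted p = 1.57e-05), with Mcm2 at 2.19 ± 0.45 and Prc1 at 2.42 ± 0.52. Of 12 macrophage markers, 9 rose (9 adjusted over the list alone; adjusted p = 2.9e-05), with Cd68 at 1.84 ± 0.30 and Gpnmb at 3.79 ± 0.65, and Itgam stood at 3.36 ± 0.43. Of 11 lymphocyte markers, 7 rose (10 adjusted over the list alone; adjusted p = 0.00733). Of 9 sinusoidal endothelial markers, 7 rose (8 adjusted over the list alone; adjusted p = 0.000309), with Vwf at 2.17 ± 0.35, and 5 of 6 cholangiocyte and progenitor markers rose while 1 fell (5 and 1 adjusted over the list alone; adjusted p = 0.0492). All 14 cholesterol synthesis genes fell (14 adjusted over the list alone; adjusted p = 4.2e-12), with Dhcr7 at -3.40 ± 0.46 and Fdft1 at -3.12 ± 0.42. Of 12 urea cycle and periportal amino acid enzymes, 6 fell (7 adjusted over the list alone; adjusted p = 1.57e-05), and the gluconeogenic gene Pck1 stood at -2.43 ± 0.33. Each of these 8 lists had adjusted p = 0.192 with an estimated correlation. Of 11 hepatocyte markers 4 fell (4 adjusted over the list alone), with a median of 0.09, a mean of -0.51 and adjusted p = 0.202 (adjusted p = 0.669 with an estimated correlation). Atf3 rose by 3.80 ± 0.75, Hmox1 by 2.89 ± 0.48 and Mdm2 by 1.75 ± 0.28.

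The counts for galactosamine at 6, 24 and 48 h were 788 (154 up, 634 down), 5176 (3038 up, 2138 down) and 6603 (4295 up, 2308 down). In the fit of all arrays they were 2230, 6000 and 7356, and with day in it 135, 5096 and 1493, with changes at a median ratio of 0.58, 1.30 and 0.58, and no day held enough rats of both groups. With arrays centred on their median the split was 109 up and 1588 down at 6 h and 2006 up and 2701 down at 24 h. The 6 h count ran from 38 to 2087 when 1 rat was left out and was 0 (1591 at an unadjusted p under 0.05) with only the 2 groups in the fit, so it rested on single rats and on the spread shared with the other groups.

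Diquat dibromide, a herbicide that cycles between redox states, raised Spp1, Ccl2 and Ccl3 at 25 mg/kg and 24 h (6 dosed and 6 vehicle rats), while no gene list passed with an estimated correlation (lowest adjusted p = 0.295). The dosed rats were mixed, with necrosis scores of 0, 2, 4, 0, 3 and 3, and vehicle replicate 1 had a score of 1. Dosed replicate 1, with a score of 0, lay near the vehicle rats, with Spp1 at 7.15 against 12.21 to 14.28 in the other dosed rats and 4.93 to 6.96 in vehicle rats, and Ccl2 at 6.11 against 10.46 to 13.68 and 4.94 to 7.41; without it 3725 genes were called. Spp1 rose by 6.21 ± 0.97, Ccl2 by 5.46 ± 0.97, Ccl3 by 3.93 ± 0.70 and the calcium-binding genes S100a4 and S100a10 by 3.49 ± 0.72 and 3.05 ± 0.44. Gsr, which regenerates glutathione, rose by 1.26 ± 0.23 and the glutathione transferase Gstp1 by 1.71 ± 0.33. Gstp3 fell by 2.54 ± 0.52, Cyp1a2 by 1.66 ± 0.32, Crp by 1.06 ± 0.16 and Insig1 by 1.54 ± 0.42. With day as a block only Spp1, S100a10 and Cyp1a2 of the 18 genes named here passed the threshold, with Ccl2 at 4.73 (adjusted p = 0.058) and Insig1 at -0.45 (adjusted p = 0.832).

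Of 14 NRF2 targets, 4 rose with diquat and 1 fell (4 and 1 adjusted over the list alone; adjusted p = 0.0192, and adjusted p = 0.531 with an estimated correlation), with Srxn1 at 2.21 ± 0.70, which stood at 0.92 (adjusted p = 0.172) when the probe sets of a gene were averaged and at 1.96 (adjusted p = 0.055) without dosed replicate 6. Of 16 ER stress and ATF4 targets, 7 rose (9 adjusted over the list alone; adjusted p = 0.000194), of 14 cytokines and chemokines 7 rose and 2 fell (8 and 2 adjusted over the list alone; adjusted p = 0.000938), and of 8 neutrophil markers 4 rose (5 adjusted over the list alone; adjusted p = 0.0019), with S100a9 at 3.72 ± 0.67. Of 15 bile acid genes, 12 fell (12 adjusted over the list alone; adjusted p = 6.08e-07), and of 14 cholesterol synthesis genes 9 fell (11 adjusted over the list alone; adjusted p = 1.78e-05). These 5 lists had adjusted p = 0.295 with an estimated correlation. Gpnmb rose by 3.13 ± 0.61 and the acyl-CoA thioesterase Acot1 by 4.00 ± 0.80. Hspa1a stood at 2.50 ± 0.89, Gadd45a at 1.44 ± 0.46 and Cyp7a1 at -2.12 ± 0.68, and each missed the threshold when single rats were left out: Hspa1a without dosed replicate 3, 4 or 6 or vehicle replicate 3, 4 or 5 (adjusted p 0.0508 to 0.148), Gadd45a without dosed replicate 3 or 6 (0.0511 and 0.0728) and Cyp7a1 without dosed replicate 3 or 5 (0.112 and 0.0737). With only the 2 groups in the fit Cyp7a1 had adjusted p = 0.0627.

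The counts for diquat at 6, 24 and 48 h were 3742 (1458 up, 2284 down), 3082 (1711 up, 1371 down) and 1220 (782 up, 438 down). The fit of all arrays called 3475 genes at 24 h without day and 74 with it, with changes at a median ratio of 0.74 and median SE from 0.17 through 0.16 to 0.29, the other times could not be estimated, and no day held enough rats of both groups. With arrays centred on their median the split was 2453 up and 687 down at 24 h and 420 up and 940 down at 48 h, a fit of only the 2 groups called 949 genes at 6 h, and leaving out dosed replicate 2 or 4 at 48 h gave 724 and 806 genes.

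**Figure D4:**
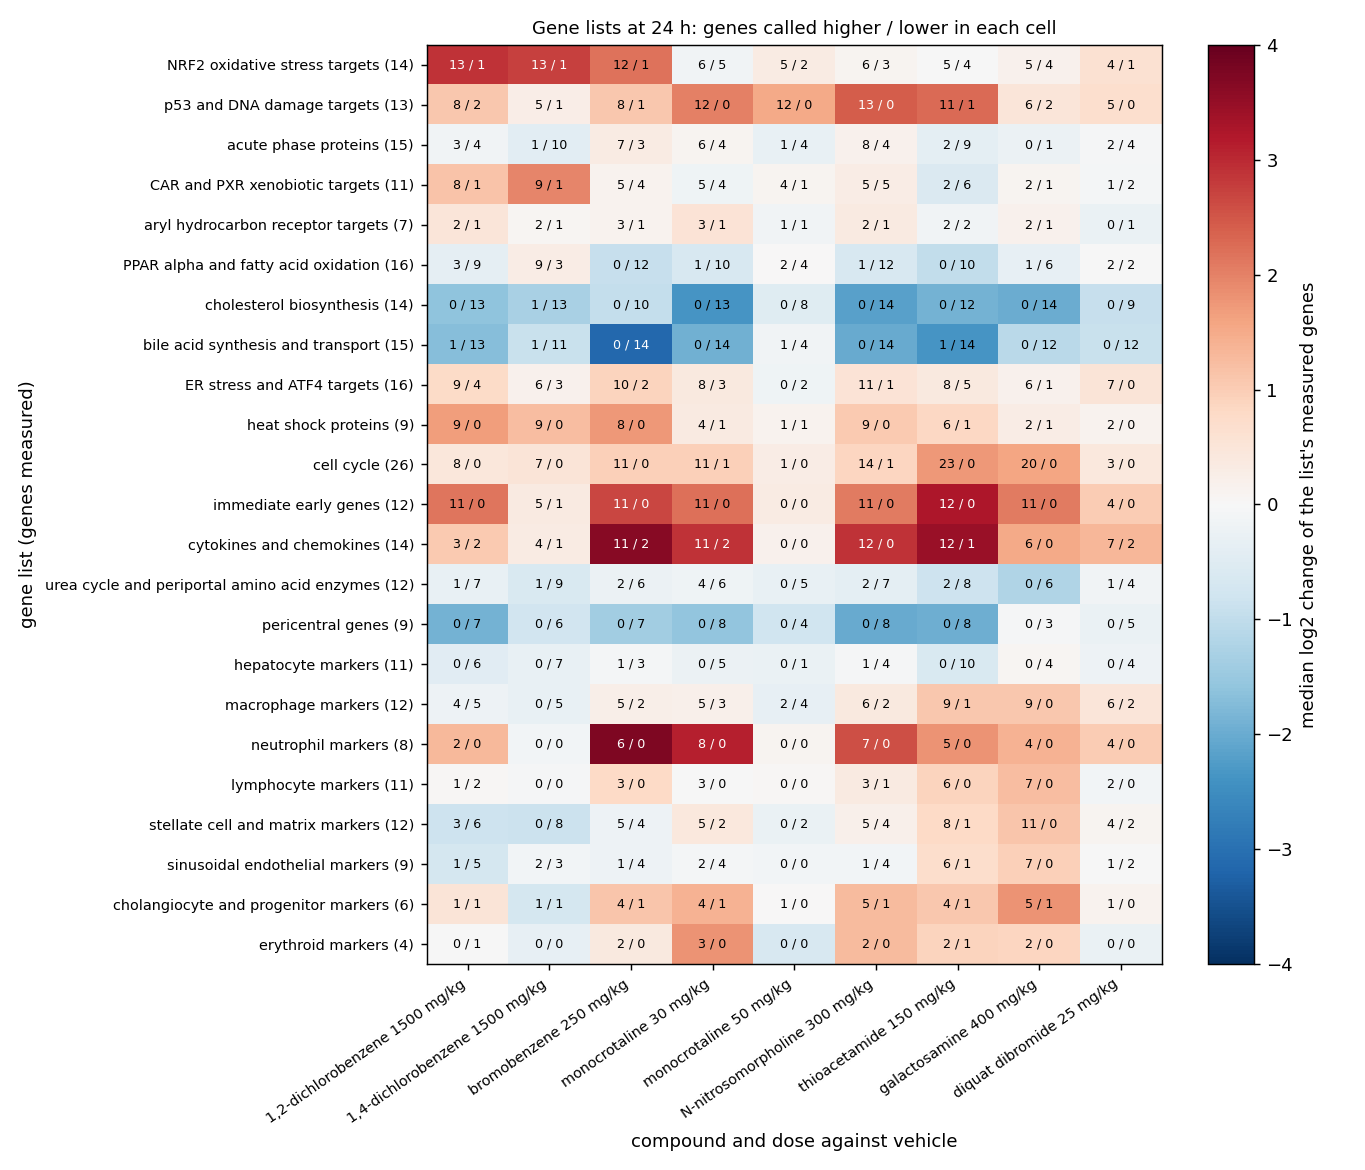
Median log2 change at 24 h (colour, from -4 to 4) of the 23 gene lists (y axis, number of measured genes in brackets) in the 9 contrasts against vehicle (x axis), with the numbers of genes called higher and lower in each cell. All 14 measured cholesterol synthesis genes were called lower with N-nitrosomorpholine and with galactosamine.

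Over the 9 contrasts at 24 h, 108 of 207 list tests passed with the preset correlation and 26 with an estimated correlation. Erythroid markers passed in no contrast; the largest count was 3 of 4 called higher with monocrotaline at 30 mg/kg (3 adjusted over the list alone, adjusted p = 0.0886). Aryl hydrocarbon receptor targets passed in no contrast either, with adjusted p from 0.177 to 0.914. The median, mean and test of a list differed in sign in 20 of the 207 cases, none of them among those that passed.

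At lower doses, 26 of 49 contrasts against vehicle called at least 100 genes (23 to 29 over the alternatives). With N-nitrosomorpholine, 50 mg/kg called 4730, 4559 and 2457 genes at 6, 24 and 48 h and 10 mg/kg called 1270, 322 and 68. Thioacetamide called 3046, 6618 and 6677 genes at 50 mg/kg and 1867, 2054 and 1265 at 15 mg/kg; the last of these was 403 in the fit of all arrays and 76 with day in it, and the 6 and 24 h contrasts could not be estimated with day. Bromobenzene called 2372, 2620 and 191 genes at 75 mg/kg and 516, 784 and 7 at 25 mg/kg. The counts at 150 mg/kg were 1946, 3347 and 263 for 1,2-dichlorobenzene and 413, 9 and 12 for 1,4-dichlorobenzene (183 in place of 413 with the 2 dosed rats that shared a day with the vehicle rats). At 15 mg/kg the 1,2-isomer called 4, 0 and 0 genes in limma (893 and 358 at an unadjusted p under 0.05 for the latter) and the 1,4-isomer 273, 0 and 0 (748 and 742). Galactosamine called 2021, 52 and 5 genes at 100 mg/kg and 0, 0 and 0 at 25 mg/kg (498, 280 and 736 at an unadjusted p under 0.05), and diquat called 1685, 98 and 38 at 20 mg/kg, 1, 487 and 7 at 10 mg/kg and 0, 1 and 0 at 5 mg/kg (737, 737 and 509). Monocrotaline at 50 mg/kg called 5011 genes at 6 h, and 10 mg/kg called 437, 13 and 4. In the fit of all arrays, counts at lower doses were 537 without day and 181 with it for N-nitrosomorpholine at 10 mg/kg and 6 h, 3472 and 388 for galactosamine at 100 mg/kg and 6 h and 825 and 2 for diquat at 10 mg/kg and 24 h.

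Genes shared by all compounds at the highest dose and 24 h (monocrotaline at 50 mg/kg) included lipid and bile acid genes on the falling side. In all 8 compounds, 191 genes fell and 102 rose, against 0.00225 and 0.018 if the lists were independent. Among the 10 genes with the largest mean fall were Scd (-5.78, range -7.86 to -2.84), Cyp7a1 (-5.15), Stac3 (-4.94), Pnpla3 (-4.87), Pklr (-4.15), Fasn (-3.92), the acetyl-CoA synthetase Acss2 (-3.49) and Fads1 (-3.45). Among the rising genes, the tubulin gene Tubb6 had the largest mean change (4.44, range 1.28 to 6.88), followed by Gpx2 (4.14) and Srxn1 (3.39). With monocrotaline at 30 mg/kg instead, 414 genes rose and 425 fell in all 8 compounds. Other fits, compared after seeing the data, gave fewer: 109 fell and 62 rose in the fit of all arrays, 112 and 67 with arrays centred on their median and 158 and 79 with day as a random block. With day as a fixed block 0 fell and 3 rose in limma (37 and 25 at an unadjusted p under 0.05), and with only the groups compared 0 and 0 (279 and 155). Across genes, which are not independent replicates, Pearson's r between the changes of 2 compounds ran from 0.13 (monocrotaline and galactosamine) to 0.804 (thioacetamide and galactosamine) over 28 pairs, with 0.653 for the 2 dichlorobenzenes.

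Necrotic and non-necrotic rats of the same compound, dose and time were compared to find genes that followed the lesion itself. In 28 groups with both classes (136 arrays, 63 necrotic and 73 not), Tubb6 was higher in necrotic rats by 1.84 ± 0.18, Ccl2 by 1.81 ± 0.23, Spp1 by 1.72 ± 0.21, Atf3 by 1.47 ± 0.19, Gpnmb by 1.24 ± 0.13, Hmox1 by 1.15 ± 0.12 and Lgals3 by 1.09 ± 0.11. Scd was lower, at -1.48 ± 0.24, as were Stac3 (-1.29 ± 0.18), Cyp7a1 (-1.08 ± 0.17) and Fasn (-1.07 ± 0.14). Of 26 cell cycle genes, 20 were higher (21 adjusted over the list alone; adjusted p = 1.52e-07, and adjusted p = 0.0396 with an estimated correlation), and of 14 cytokines and chemokines 12 were higher and 1 lower (13 and 1 adjusted over the list alone; adjusted p = 9.04e-07, and adjusted p = 0.0396 with an estimated correlation). Of 14 cholesterol synthesis genes 13 were lower (13 adjusted over the list alone; adjusted p = 1.68e-11, and adjusted p = 0.0396 with an estimated correlation). Of 12 macrophage markers 9 were higher (9 adjusted over the list alone; adjusted p = 1.56e-06, and adjusted p = 0.0475 with an estimated correlation). Other cell type lists did not pass with an estimated correlation: 8 of 11 hepatocyte markers were lower (8 adjusted over the list alone; adjusted p = 8.12e-05, and adjusted p = 0.131 with it), 4 of 8 neutrophil markers higher (5; 0.00143 and 0.0751) and 6 of 12 stellate cell and matrix genes higher and 1 lower (6 and 1; 0.00232 and 0.131).

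In all, 4405 genes differed by necrosis class, 2356 higher and 2049 lower in necrotic rats, and 41 of them by at least 2-fold; with day as a second block 4202 differed. Of the 23 lists, 16 passed with the preset correlation and 9 with an estimated one, and acute phase proteins, which passed with adjusted p = 0.0451 (adjusted p = 0.493 with an estimated correlation), had a median of -0.08 and a mean of 0.10. Without diquat, whose groups of 6 rats often held both classes, 1206 genes differed and the changes of the 11 genes above were smaller, with Tubb6 at 1.31, Ccl2 at 1.09, Hmox1 at 0.61, Scd at -0.67 and Stac3 at -0.48 (adjusted p = 0.0493). A2m, at 1.64 ± 0.27 with all compounds, stood at -0.19 (adjusted p = 0.72) without diquat.

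The expression score, the mean log2 signal of 25 genes minus that of 25 others, was built in the 214 training rats (79 necrotic). In the 204 validation rats (78 necrotic) its area under the receiver operating characteristic curve (AUC) was 0.956 (95% bootstrap interval 0.924 to 0.981), against a mean of 0.555 with the class shuffled within compound and time (permutation p = 1e-05, one-sided, the smallest that 100000 resamples can give). The mean score was -2.50 ± 0.81 (SD, n = 126) at a necrosis score of 0, -0.45 ± 0.93 (n = 40) at 1, 0.37 ± 1.74 (n = 16) at 2, 1.43 ± 0.41 (n = 3) at 3 and 2.48 ± 0.61 (n = 19) at 4. All 50 score genes differed in the training direction in validation rats, blocked by compound and time, so across doses. The AUC was 0.988 for bromobenzene and 0.942 for monocrotaline, which had no training rats, 1 for N-nitrosomorpholine and for galactosamine, 0.989 for diquat, 0.971 for 1,2-dichlorobenzene, 0.855 for thioacetamide and 0.6 for 1,4-dichlorobenzene (2 of 17 rats necrotic). Over pairs of rats of the same compound, dose and time (23 pairs, a comparison chosen after seeing the data) it was 0.609 (interval 0.2 to 0.96), and with the class shuffled within these groups the AUC over all validation rats averaged 0.944 (permutation p = 0.0552, one-sided), so a difference between rats given the same treatment was not detectable.

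**Figure D5:**
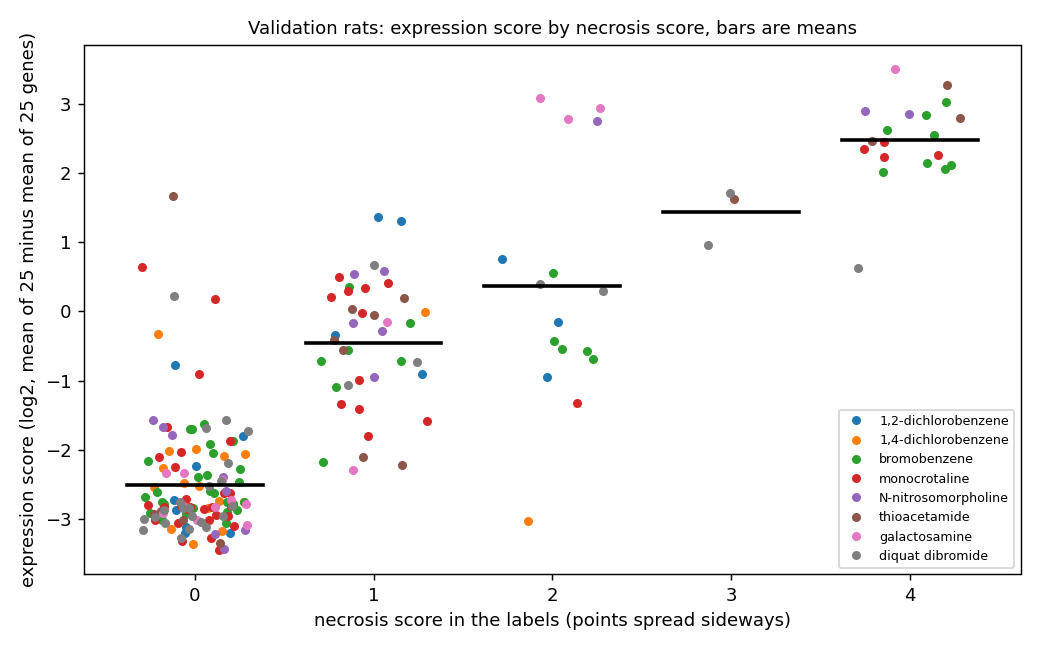
Expression score (y axis, log2 units) of the 204 validation rats by labelled necrosis score from 0 to 4 (x axis); each point is 1 rat, coloured by compound, and bars are means. The mean went from -2.50 at a necrosis score of 0 to 2.48 at 4.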

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

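The comparisons of 6 and 24 h and the search for outlying rats were fixed rules, and comparison within a day, day as a fixed block and quantile normalization were set before the data were examined. The other tests of the 3 patterns, including the ratios of changes with and without day, were chosen after seeing the results, as were the limits, except those for day and quantile normalization with thioacetamide.

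Genes called in opposite directions at 6 and 24 h, with a called difference between the times, numbered 91 for 1,2-dichlorobenzene, 124 for 1,4-dichlorobenzene, 327 for bromobenzene, 241 for monocrotaline at 50 mg/kg, 415 for N-nitrosomorpholine, 274 for thioacetamide, 110 for galactosamine and 335 for diquat.

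Dixon's ratio marked a rat in 44 of 370 groups of named genes (11.9 per 100), where chance marks about 1 in 20. For 1,2-dichlorobenzene the ratios were 0.919 for Gpx2 (vehicle), 0.832 for Nqo1 (vehicle), 0.924 for Pcna (vehicle), and in dosed rats 0.830 for Nqo1, 0.903 for Hspb1, 0.830 for Fads1, 0.942 for Pklr and 0.841 for S100a8. For 1,4-dichlorobenzene Hmox1 had 0.910. For bromobenzene they were 0.939 for Ccl7 and 0.888 for Atf3 in vehicle rats, and 0.890 for Hmox1 and 0.885 for Stab2 in dosed rats. For monocrotaline they were 0.897 for Fasn and 0.895 for Kdr at 30 mg/kg and 0.890 for Oat (vehicle), and for N-nitrosomorpholine 0.893 for Ccl2, 0.871 for S100a9 and 0.888 for Cyp1a2 (vehicle). Thioacetamide had 0.918 for Mcm2 in dosed and 0.907 in vehicle rats.

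In galactosamine rats at 400 mg/kg, replicate 2 was marked each time, with 0.891 for Spp1, 0.910 for Atf3, 0.886 for Mcm2, 0.882 for Prc1, 0.932 for Vim, 0.919 for Timp1, 0.953 for Gpnmb, 0.937 for Cd68, 0.978 for Hmox1, 0.944 for Cyp7a1, 0.928 for Hnf4a, 0.915 for Pck1, 0.940 for Dhcr7, 0.938 for Fdft1 and 0.882 for Gys2. Mdm2 had 0.905 in galactosamine vehicle rats. In diquat rats at 25 mg/kg replicate 1 was marked for Spp1 (0.709), S100a4 (0.6251), Gpnmb (0.709) and Acot1 (0.684), and in diquat vehicle rats the ratios were 0.635 for Ccl3, 0.637 for Cyp7a1 and 0.716 for Crp.

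The first pattern is that monocrotaline at 24 h called 6205 genes in the group labelled 30 mg/kg and 1600 in the group labelled 50 mg/kg. All arrays of the 30 mg/kg contrast shared 1 day, so the comparison within that day, used first, tests nothing, while 3 of the 4 arrays at 50 mg/kg were hybridised on another. Hybridisation day is excluded as the whole cause of the difference: over the 5797 genes called different between the 2 groups, the difference with day as a block in the fit of all arrays had a median ratio of 1.00 (quartiles 0.86 to 1.13) to that without it, and 4163 genes were called, against 5434 in that fit without day. The part of day in the lower count at 50 mg/kg, 958 in that fit and 362 with day, stays open. Whether the rats labelled 30 mg/kg received more than 50 mg/kg stays open: genes called at 50 mg/kg changed at a median ratio of 1.1 (quartiles 0.31 to 2.05). Whether the 2 groups were exchanged stays open too, as 53.7% of those genes had a change at 50 mg/kg between those at 10 and 30 mg/kg. Against an exchange, rats labelled 50 mg/kg at 48 h, with necrosis scores of 2, 1, 1 and 1, had expression scores up to -0.99, like those at 24 h (up to -0.90) and below those labelled 30 mg/kg (at least 2.23), which does not exclude it.

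The second pattern is that thioacetamide at its lowest dose, 15 mg/kg, called 1265 genes at 48 h, with dosed and vehicle arrays on different days. The fit of all arrays called 403 genes, and with day as a fixed block in it 76, which met the count predicted for a day effect. The changes with day had a median ratio of 1.02 (quartiles 0.78 to 1.26), while their median SE went from 0.12 to 0.18 in the fit of all arrays and to 0.28 with day. The calls therefore ended through lost precision, in part from the joint fit alone, a day effect on the size of the changes is excluded, and day as a source of the count stays open. At 6 h, 0 contrasts of this dose could be estimated with the block, which leaves day open there. The signal distribution is excluded, with 1117 genes after quantile normalization.

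The third pattern is that 191 genes fell with all 8 compounds at 24 h. A lower share of hepatocyte RNA is excluded as the whole cause: hepatocyte markers fell at most 0.381 as far as the 191 genes in any compound. Lower food intake was first set aside as at least 2 of Pdk4, Cpt1a and Angptl4 were under 0 in 8 compounds. Yet Pdk4 and Angptl4 were also lower at 6 h than at 24 h in vehicle rats of 6 compounds. If those 6 h rats were more fasted, which was not measured, these 2 genes cannot mark a fasted state, and otherwise that limit stands. Without them Cpt1a, called higher at 6 h in 3 compounds and lower in 1, is alone for a limit that needs 2 genes. Since the 191 genes were chosen against the same 24 h vehicle rats, each compound was left out in turn: of the genes that fell with the other 7, a median of 34.9% (8.0 to 48.3%) were called lower at 6 h in its vehicle rats, against 0.5 to 8.6% of other genes. This leaves feeding, time of day and food intake open. With day as a fixed block none of the 191 genes was called lower with all 8 compounds (limma; 37 genes fell with all 8 at an unadjusted p under 0.05). In the 7 compounds other than diquat, day is excluded as the whole cause of the changes if it shifts the arrays of all compounds alike. The lowest median ratio with day was 0.95 (quartiles 0.79 to 1.08), for monocrotaline. There 103 of the 191 genes were called lower in the fit of all arrays and 44 with day, with a median SE of 0.13, then 0.22, then 0.29. For diquat the ratio was 0.63 (quartiles 0.48 to 0.76), the median SE 0.22, then 0.18, then 0.33, and 3 of the 191 genes were called lower with day against 190 in that fit without it. Day cannot be told apart from diquat there, as no day held arrays of both groups.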

How the results depend on the processing

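The settings were fixed before the data were examined, except those named above as chosen after seeing the data and the regrouping test for necrosis. No paired analysis was possible because replicate numbers only name samples and follow accession order. A count is given as moved when it changed by more than 1.5-fold, and the cause was not tested unless stated.

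Quantile normalization, the pseudocounts and leaving out genes of lower mean signal moved no count. Centring on the array median gave 2419 genes for 1,4-dichlorobenzene at 6 h (from 1389), 1697 for galactosamine at 6 h (from 788) and 2316 for the isomer difference at 6 h (from 820). The mean of all probe sets gave 475 for galactosamine at 6 h. One fit of all arrays moved 1,4-dichlorobenzene at 6 and 48 h, monocrotaline at 50 mg/kg, galactosamine at 6 h and the isomer difference at 6 h (values in brackets below) and gave 1670 for thioacetamide at 6 h. Fitting only the groups compared gave 593 for 1,4-dichlorobenzene, 1277 for bromobenzene, 949 for diquat and 508 for the isomer difference at 6 h, and for galactosamine 0 at 6 h and 0 at 24 h (limma; 1591 and 5358 at an unadjusted p under 0.05). Of the named genes, the 22 of galactosamine, S100a8 with 1,2-dichlorobenzene and Cyp7a1 with diquat missed the threshold in that fit. The random day block gave 457 for galactosamine at 6 h. Without the arrays with few dim probe sets, counts at 6 h were 555 for 1,4-dichlorobenzene, 1996 for galactosamine and 363 for the isomer difference.

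Hybridisation day was fitted as a fixed block in the fit of all arrays, so each count is given with that of the same fit without day in brackets: 22 (470), 1962 (3789) and 358 (1719) genes for 1,4-dichlorobenzene at 6, 24 and 48 h, 362 (958) and 679 (628) for monocrotaline at 50 mg/kg at 24 and 48 h, 2649 (4303) and 3785 (5818) for N-nitrosomorpholine at 6 and 24 h, 135 (2230) and 1493 (7356) for galactosamine at 6 and 48 h, 74 (3475) for diquat at 24 h and 17 (462), 1128 (2413) and 773 (2194) for the isomer difference. Apart from galactosamine and diquat, the changes with day had a median ratio of 0.92 to 1.03, and the SE was higher in the joint fit and, except for monocrotaline at 48 h, higher again with day. For galactosamine at 6 and 48 h (0.58 each) and diquat at 24 h (0.74) the changes were smaller with day, and the SE rose with day alone.

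Comparisons within a day used fewer arrays for bromobenzene at 250 mg/kg and 24 h (4811 genes from 5617), 1,4-dichlorobenzene at 150 mg/kg and 6 h (183 from 413) and N-nitrosomorpholine at 10 mg/kg and 48 h (47 from 68). Elsewhere with genes called, all arrays shared 1 day, so this tests nothing.

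Leaving out single arrays gave 870 to 1585 for 1,4-dichlorobenzene at 6 h, 1837 to 2778 for thioacetamide at 6 h, 38 to 2087 for galactosamine at 6 h, 724 to 1792 for diquat at 48 h and 845 to 1450 for monocrotaline at 50 mg/kg and 48 h. Monocrotaline at 30 mg/kg in the overlap gave 839 genes in place of 293, centring on the array median 179, the fit of all arrays 171, day as a fixed block in it 3 and only the groups compared 0 (limma; 155 up and 279 down at an unadjusted p under 0.05). Gene lists passing were 35 of 230 with an estimated correlation in place of 124. The necrosis comparison gave 9351 genes with compound and time as the block, which compares doses as well by construction, and 1206 without diquat. A2m turned from 1.64 to -0.19 without diquat, where its other alternatives had adjusted p from 1.38e-18 to 3.36e-06. The AUC over pairs of the same treatment was 0.609, while the other AUC settings gave 0.947 to 0.975.

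Chance groupings of rats were compared by the number of genes called. Chance cannot be excluded for galactosamine at 6 h, where 4 of 35 splits were as large, the real one included (788 genes, highest other 1116), nor at 24 h, with 3 of 35 (5176, highest other 5192). The larger splits at 6 h place dosed replicate 1, which shares a hybridisation day with a vehicle rat, among vehicle rats, and those at 24 h do the same with dosed replicate 2. For diquat at 6 h, 4 of 100 splits were as large (3742, highest other 3842), too near the limit of 0.05 on 100 splits to exclude chance. All its dosed arrays share 1 day. In the other highest-dose contrasts tested, for monocrotaline at 30 mg/kg, for the isomer difference at 6 and 24 h and for necrosis only the real split, 1 of 35 or 1 of 100, was as large and chance is excluded. The highest others at 6, 24 and 48 h, where tested, were 258 and 2252 for 1,2-dichlorobenzene, 380, 2918 and 474 for 1,4-dichlorobenzene, 723, 1652 and 1406 for bromobenzene, 2773, 3416 and 3016 for N-nitrosomorpholine, 1183, 157 and 270 for monocrotaline at 300, 50 and 50 mg/kg and 2172 at 30 mg/kg, 3449 and 3993 for thioacetamide at 24 and 48 h, 2218 for galactosamine at 48 h and 2577 and 842 for diquat at 24 and 48 h. For the isomer difference they were 0 at 6 h and 553 at 24 h, for necrosis 1410, and for lower doses 5 contrasts with at least 100 genes against 24 of 47. Taken singly, 22 of those 24 had no other split as large. For 1,2-dichlorobenzene at 150 mg/kg and 48 h, where all arrays share 1 day, 2 of 35 were as large (263, highest other 274) and chance cannot be excluded. For diquat at 20 mg/kg and 6 h, 2 of 100 were as large (1685, highest other 2084), under the limit of 0.05, so chance is unlikely but not excluded. The larger split exchanges 1 dosed and 1 vehicle rat, and all dosed arrays share 1 day.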

Other observations

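Vehicle rats alone showed a large shift between 6 and 24 h in Scd, Pnpla3, Fasn and Pklr. Scd was lower at 6 h than at 24 h in the vehicle rats of all 8 compounds (-7.16 to -3.97), as were Pnpla3 (-6.11 to -3.60), Fasn (-4.28 to -1.97) and Pklr (-3.04 to -2.16), and Acss2 (-2.40 to -1.50) was as well, while Fads1 (-2.18 to -0.63) was called lower in 6 and Nrep (-3.57 to 0.08) in 5. Cyp7a1, in contrast, differed by -1.14 to 0.11 and was called lower in vehicle rats of 1 compound only, Stac3 by -1.94 to -0.34 and in 4, and Avpr1a by -1.30 to -0.11 and in 3. These 10 genes were chosen for falling against the same 24 h vehicle rats. Vehicle and route were not tested.

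The vehicle comparison was chosen after seeing the results. It could be followed up with rats kept with and without food and killed at the same hour, which would show whether Scd, lower by at least 3.97 at 6 h in every vehicle group, follows feeding or time of day. The expression score ordered rats of the same treatment with an AUC of 0.609, so more rats at a dose that splits a group would be needed to learn whether it might follow the lesion itself.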
